A study of Homo sapiens with 6 samples.

How the data were processed

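Gene expression was measured by RNA sequencing in RCC4 cells, a human clear cell renal carcinoma line that lacks functional VHL, either as the parental line or with ATF4 knocked out. Libraries were prepared with a stranded mRNA kit, per the labels. The deposited table holds raw counts of reads per gene for 60683 Ensembl genes in 6 samples. According to the submitters' processing notes, the authors demultiplexed reads with bcl2fastq 2.20 and used cutadapt, STAR and HTSeq with the genome build GRCh38. The versions of the last 3 tools, the annotation release and the strand setting used for counting are not given in the sources used here. HTSeq by default leaves out reads that fit more than 1 gene, so counts of paralogs and of overlapping or antisense genes are uncertain. The deposited counts were whole numbers with different totals per sample, as raw counts are.

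Samples were grouped by their labels into 3 parental and 3 ATF4 knockout samples. The labels do not say how ATF4 was knocked out, whether the knockout is a clone or a pool, or whether the replicates were separate cultures. The p-values therefore measure only the spread between these samples, which may be technical. Total counts ranged from 41002611 to 46755358 per sample, so a count of 0 in 1 library allows up to 0.0642 to 0.0732 CPM (3 counts; counting error only). No pair of samples was identical. Replicates of 1 group differed from each other by 3.72 to 6.13 times sampling noise (chi-square per degree of freedom over genes with at least 10 counts in the pair), and samples of different groups by 41.5 to 48.4 times, so all 6 were kept as separate samples.

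Gene symbols were taken from a table of gene names, which paired 60370 of the 60683 identifiers. A further 289 were named from GENCODE 29, whose GRCh38 coordinates are given. The annotation release may differ from the one used for counting.

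Analyses were run in R 4.3.3. Genes were kept by edgeR's filterByExpr, which left 15321 genes. Counts were scaled by TMM factors, and groups were compared with edgeR's (4.0.16) quasi-likelihood F test with robust dispersion, without a replicate term. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, and genes with adjusted p below 0.05 were called. Fold changes are ATF4 knockout over parental, normalised values are counts-per-million values (CPM) after TMM scaling, and errors are standard deviations over 3 samples for CPM and standard errors from the fit for log2 fold changes. For a gene with 0 counts in every knockout sample, the fold change was bounded with 3 counts over the group. Principal components were computed on log2 CPM with a prior count of 2.

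A total of 31 gene lists were fixed before the data were examined, of which 29 had at least 5 tested genes. They cover the integrated stress response, amino acid metabolism and transport, the SLC22 family and the whole solute carrier family, tRNA synthetases, eIF2 and its kinases, endoplasmic reticulum chaperones, NRF2, HIF targets, glycolysis, the TCA cycle, oxidative phosphorylation, cholesterol and fatty acid synthesis, cell cycle, p53, interferon, antigen presentation, NF-kB, matrix, epithelial and nephron markers, immune and endothelial markers, ribosomal proteins, immediate early genes, autophagy and lysosome, and bZIP factors. The solute carrier list also holds antisense and divergent transcripts, pseudogenes and other genes that share only the name prefix. Each list was tested against all other genes with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, and again with an estimated correlation and with fry. Counts of called members were also adjusted over the list alone.

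Genes to be named were also chosen by rules set in advance: ATF4; the 12 highest and 12 lowest log2 fold changes among called protein-coding genes with a mean of at least 10 CPM and non-overlapping groups; the 4 members with the smallest p-values in each list, with more where a count of 5 or fewer is given; and called list members changed at least 4-fold. These rules named 141 genes, of which a part appear by name. Some genes that these rules cover, and 2 lists tested after the data were seen, are not reported here, and these genes are left out of the sensitivity totals. Other named genes were chosen after their values were seen, and are given as such.

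The gene test was tested on simulated counts drawn from the means and library sizes of these samples, with 200 genes changed by known folds. In that simulation of the knockout against the parental samples over 15136 genes, edgeR recovered 56% of the 50 genes changed 1.2-fold, 78% of those changed 1.5-fold, 78% of those changed 2-fold and 100% of those changed 4-fold. The simulated counts also held a planted gene list and a chromosome shifted by -0.3 on the log2 scale. Of all edgeR calls, 6.46% were unchanged genes. Planted genes outside the 200 can be among these calls, so this share does not describe the 200 genes alone. In the same simulation 0 of 30 random lists were called by camera. Genes listed at random need not share the correlation estimated within real lists. That estimate reached 0.703 for cell cycle genes and 0.909 for mitochondrially encoded mRNAs. The random lists therefore cannot show whether the preset correlation suits such lists.

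Alternatives set before the data were examined were DESeq2 size factors, upper-quartile factors or total counts for scaling; no filter or a filter of at least 1 CPM in 3 samples; DESeq2 (1.42.0) and limma-voom for the test; the replicate number as a block; a false discovery rate of 0.01; a test against a 2-fold threshold; and leaving out each sample in turn. After whole chromosomes were seen to differ between the groups, a fit and further list tests were added. The fit removes the median log2 fold change of the 50 nearest genes from each gene. That median was taken as fixed, so p-values of this fit leave out its error. The added list tests used upper-quartile factors and total counts. Chromosome medians were taken over genes with a mean of at least 10 CPM, also in bins of 10 Mb.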

Results

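RNA sequencing was performed on RCC4 cells with ATF4 intact (parental, n = 3) or knocked out (ATF4 knockout, n = 3). ATF4 is a bZIP transcription factor whose translation increases when eIF2 is phosphorylated during stress. The comparison addresses which transcripts differ between the parental and the ATF4 knockout cells. The labels do not say whether the knockout is a clone or a pool, and whole chromosomes differed between the groups. The changes below may therefore include differences between the cell populations other than the loss of ATF4, and the replicates cannot separate these. The parental samples held 43783703, 44524187 and 42502027 counts in total, and the knockout samples 41002611, 45980253 and 46755358. The first principal component held 55.7% of the variance and separated the groups, and the second held 11.9%.

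The ATF4 transcript itself was largely retained in the knockout samples. ATF4 (ENSG00000128272) lies on chromosome 22 from 39519695 to 39522685 on the plus strand (GRCh38). Its counts were 10413, 11037 and 10219 in the parental samples and 8628, 10386 and 9895 in the knockout samples. The normalised level was 244 ± 5.97 CPM in parental cells and 214 ± 8.04 CPM in knockout cells (SD, n = 3 each), a log2 fold change of -0.19 (SE 0.029, edgeR p_adj = 3.19e-07). Genes within the surrounding region of chromosome 22 had a median log2 fold change of -0.27. In an edgeR fit that removes this median, added after the data were seen, ATF4 lay above it by 0.08 (p_adj = 0.0323). The SE of ATF4 stayed at 0.029 in that fit, so this p-value leaves out the error of the median. It does not show a rise of ATF4 in the knockout samples. Counts per gene do not show whether the coding sequence was altered, so the ATF4 level does not by itself check the labels.

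Effectors of the integrated stress response, among them known targets of ATF4, were expressed at lower levels in the knockout cells. NUPR1, a stress-induced chromatin protein (ENSG00000176046, chromosome 16, 28532708 to 28539174), fell 9.09-fold, from 73.5 ± 1.65 to 8.09 ± 0.375 CPM (log2 fold change -3.18, SE 0.055, p_adj = 4.54e-46). CHAC1, which degrades glutathione, fell 5.10-fold from 1.72 ± 0.253 to 0.334 ± 0.0990 CPM, the activin subunit INHBE fell 7.44-fold and the bZIP repressor JDP2 fell 7.70-fold. ADM2, a peptide hormone, had a total of 78 counts over the parental samples and 0 over the knockout samples, at least 26.6-fold lower against 3 counts over the group. TRIB3, CEBPG, DDIT3 and GDF15 also fell, with log2 fold changes of -0.68, -0.56, -0.44 and -0.53. TRIB3, on chromosome 20, was at -0.55 when the median of neighbouring genes was removed. Of 25 tested genes in the list of integrated stress response effectors, 16 were lower and 4 were higher (EIF4EBP1, TNFRSF10B, VLDLR and SESN2, all by less than 0.2 on the log2 scale). The count of higher members was 2 without parental replicate 1, 1 without knockout replicate 3 and 1 when the median of neighbouring genes was removed. ATF3, NARS1, PPP1R15A, RHBDD1 and DDIT4 did not pass the test, with log2 fold changes of -0.13, -0.06, -0.04, -0.01 and 0.02. The list median was -0.29 (camera p_adj = 5.76e-13; p_adj = 0.0579 with an estimated correlation), and stayed at -0.29 with ADM2 at its bound.

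**Figure D1:**
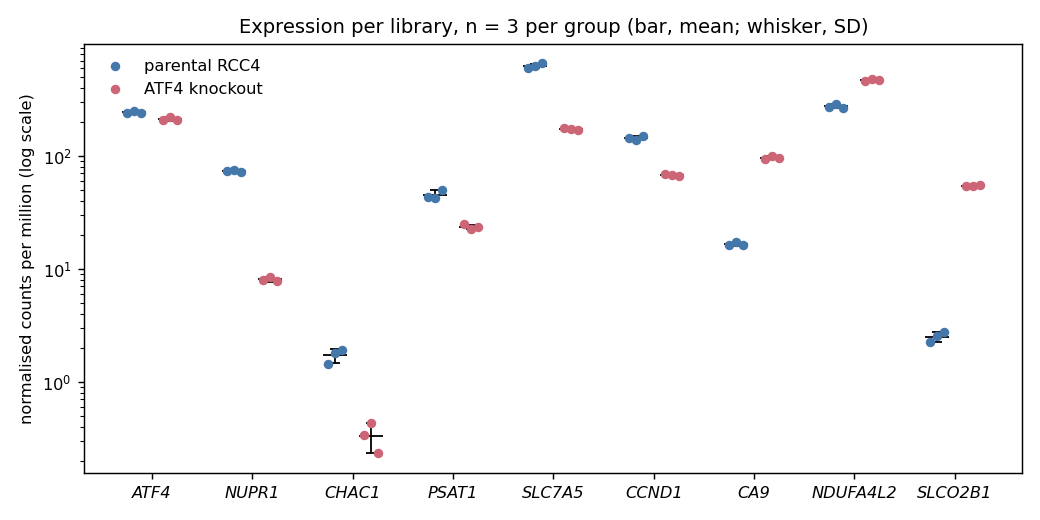
Normalised expression in CPM (log axis) of 9 genes in each of the 6 libraries, with blue points for parental and red points for ATF4 knockout RCC4 cells, bars at the mean and whiskers at the SD (n = 3 per group). ATF4 stays at 214 CPM in the knockout cells against 244 CPM in parental cells, while NUPR1 lies at 8.09 against 73.5 CPM and CA9 at 96.9 against 16.6 CPM.

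The list of amino acid transporters was called lower at the preset inter-gene correlation, but not with an estimated correlation. SLC7A5, the light chain of the large neutral amino acid transporter LAT1 (ENSG00000103257, chromosome 16, 87830023 to 87869488), fell 3.61-fold from 629 ± 27 to 174 ± 4.06 CPM (p_adj = 2.70e-46). Its heavy chain partner SLC3A2 fell 2.41-fold and the glutamine transporter SLC1A5 fell 1.62-fold. Of 24 tested transporters 12 were lower and 4 higher, the latter being SLC1A1, SLC43A2, SLC7A6 and SLC36A4 with log2 fold changes of 0.71, 1.44, 0.28 and 0.23 (median -0.15, camera p_adj = 8.71e-08; p_adj = 0.0579 with an estimated correlation). A further 22 listed transporters were too low to test, with at most 10 counts in any sample. In the SLC22 family of organic ion transporters 5 of 7 tested members were lower and 0 higher. The lower members included the carnitine transporter SLC22A5 at -0.57 (SE 0.066), and SLC22A15, SLC22A18 and SLC22A23 at -0.55, -0.48 and -0.38 (camera p_adj = 0.0131; p_adj = 0.175 with an estimated correlation). SLC22A18 on chromosome 11 and SLC22A23 on chromosome 6 were at -0.26 and -0.25 when the median of neighbouring genes was removed. In the list for the whole solute carrier family, 77 of 242 tested genes were lower and 41 higher (79 and 43 adjusted over the list alone). Its median was -0.07 (camera p_adj = 0.0198; p_adj = 0.0579 with an estimated correlation). The median was -0.04 with scaling by total counts or with the median of neighbouring genes removed. Besides carriers, this list held antisense and divergent transcripts, pseudogenes and genes that share only the name prefix. Examples are SLC44A3-AS1, SLC12A2-DT, SLC35E1P1 and SLC2A4RG. Its counts, median and p-values are therefore not those of solute carriers alone.

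Most of the tested cytosolic aminoacyl-tRNA synthetases were lower in the knockout cells. The largest decreases were in CARS1, AARS1, YARS1, GARS1 and MARS1, whose log2 fold changes were -0.87, -0.86, -0.86, -0.67 and -0.65. With the median of neighbouring genes removed, CARS1 on chromosome 11 was at -0.67, behind YARS1 at -0.92 and AARS1 at -0.91. Of 20 tested synthetases 13 were lower (15 adjusted over the list alone) and 3 were higher, among them FARSA and KARS1 at 0.12 and 0.10 (camera p_adj = 3.91e-10; p_adj = 0.175 with an estimated correlation). Without knockout replicate 1 the higher ones numbered 1. In the serine, glycine and one-carbon list PSAT1, an enzyme of serine synthesis, fell 1.93-fold from 45.5 ± 4.25 to 23.6 ± 1.11 CPM, and the mitochondrial folate enzyme MTHFD2 fell 1.38-fold. In all 6 of 12 tested members were lower and 2, GLDC and MTHFD1, were higher (0.46 and 0.21), and the list was not called (camera p_adj = 0.207). Other amino acid enzymes divided into 6 higher and 6 lower of 17. CTH, which makes cysteine, was lower at -0.76 (SE 0.15), and PYCR1 was lower at -0.30. ASNS, the asparagine synthetase, had 13, 5 and 8 counts in parental and 3, 2 and 1 in knockout samples and was too low to test.

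Of the 13 tested eIF2 subunits, eIF2B subunits, eIF2 kinases and phosphatase subunits, 2 were lower and 1 was higher. EIF2S3 fell by 0.68 and EIF2S2 by 0.47 on the log2 scale, and EIF2S1 was higher by 0.19. EIF2S3 lies on chromosome X and EIF2S2 on chromosome 20, where most genes were lower, and both stayed lower when the median of neighbouring genes was removed, at -0.41 and -0.30 (p_adj = 1.49e-18 and 1.75e-11). In that fit 4 of the 13 were lower and 2 higher, and with scaling by total counts 2 were higher. The list was not called (camera p_adj = 0.136). Endoplasmic reticulum chaperones and degradation factors moved both ways, with 9 of 22 higher and 6 lower (camera p_adj = 0.307), or 11 higher and 3 lower when the median of neighbouring genes was removed. The chaperones HSP90B1, HSPA5 and MANF were higher by 0.37, 0.30 and 0.45, and HERPUD1, which acts in degradation, was lower by 0.42.

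HIF targets and glycolytic enzymes were expressed at higher levels in the knockout cells. CA9, a carbonic anhydrase induced by HIF (ENSG00000107159, chromosome 9, 35673856 to 35681159), rose 5.84-fold from 16.6 ± 0.554 to 96.9 ± 3.63 CPM (p_adj = 4.85e-45). ANGPTL4 and NDUFA4L2 rose 1.85-fold and 1.70-fold. The list of HIF targets also held EPAS1, which encodes a HIF subunit, so its counts are not those of targets alone. Of its 26 tested genes 21 were higher and 4 were lower (median 0.23, camera p_adj = 1.47e-10, or 0.0579 with an estimated correlation). The 4 were cyclin D1 (CCND1), which fell 2.14-fold from 145 ± 6.92 to 67.7 ± 1.99 CPM, EPAS1, which encodes HIF-2 alpha, at -0.48, ADM on chromosome 11 at -0.50 (-0.31 with the median of neighbouring genes removed) and VEGFA at -0.28. Of 21 glycolysis genes 16 were higher, including ENO2 (0.48), PGAM1 (0.46) and HK1 (0.37), and 2 were lower, SLC2A3 (-0.42) and LDHB (-0.32), with 3 lower adjusted over the list alone (camera p_adj = 1.55e-05; p_adj = 0.403 with an estimated correlation).

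The TCA cycle and nuclear-encoded oxidative phosphorylation lists were not called (camera p_adj = 0.718 and 0.589), with 7 higher and 6 lower of 23 and 18 higher and 12 lower of 69 (13 lower adjusted over the list alone). When the median of neighbouring genes was removed, the counts were 5 higher and 0 lower for the TCA cycle and 13 higher and 1 lower for oxidative phosphorylation, so that most of the lower calls depended on the region. Without knockout replicate 1, 4 and 11 were higher. The nuclear-encoded lower genes with the smallest p-values, NDUFA1, UQCR10 and ATP5PF, lie on chromosomes X, 22 and 21, and none of these 3 was called when the median of neighbouring genes was removed (p_adj = 0.127, 0.485 and 0.418). All 13 mitochondrially encoded mRNAs had lower fitted levels in the knockout samples, with a median log2 fold change of -0.49 (camera p_adj = 6.36e-07; p_adj = 0.403 with an estimated correlation). In the edgeR test 2 were called, MT-ND6 at -0.66 (SE 0.13) and MT-CO2 at -0.66 (SE 0.14, p_adj = 0.0224), and 1 was adjusted over the list alone. DESeq2 called 11 of the 13 lower, limma-voom 13 and edgeR with the strict filter 4, while edgeR called 1 without parental replicate 2 or without knockout replicate 3. Mitochondrially encoded mRNA took 1.38, 1.53 and 1.83% of counts in the parental samples and 1.18, 0.980 and 1.26% in the knockout samples, so replicates differed widely. MT-CO2 was not called by edgeR without parental replicate 2, without any 1 of the knockout replicates (p_adj from 0.0520 to 0.0683) or without the low-count filter (p_adj = 0.0507).

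Cell cycle genes showed the largest median shift of the 29 lists tested. All 28 had higher fitted levels in the knockout cells, and 27 were called (28 adjusted over the list alone). The median rise was 1.64-fold. The mitotic cyclin CCNB2 rose 1.79-fold, the replication regulator E2F1 1.66-fold, the mitotic kinase AURKB 1.62-fold and thymidylate synthase TYMS 1.51-fold. CCNE1 did not pass the test, with a log2 fold change of 0.18. The list was called (camera p_adj = 4.38e-40; p_adj = 0.156 with an estimated correlation). The mean score of the list, as log2 CPM around each gene's mean, was -0.43, -0.43 and -0.17 in the parental samples and 0.38, 0.34 and 0.32 in the knockout samples, so parental replicate 3 stood apart from the other parental samples. Of 19 tested p53 targets 7 were higher, among them FDXR (0.50) and TP53I3 (0.39), and 2 were lower, XPC (-0.14) and TIGAR (-0.27), and the list was not called (camera p_adj = 0.155). Without parental replicate 1 or knockout replicate 2, 1 was lower.

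**Figure D2:**
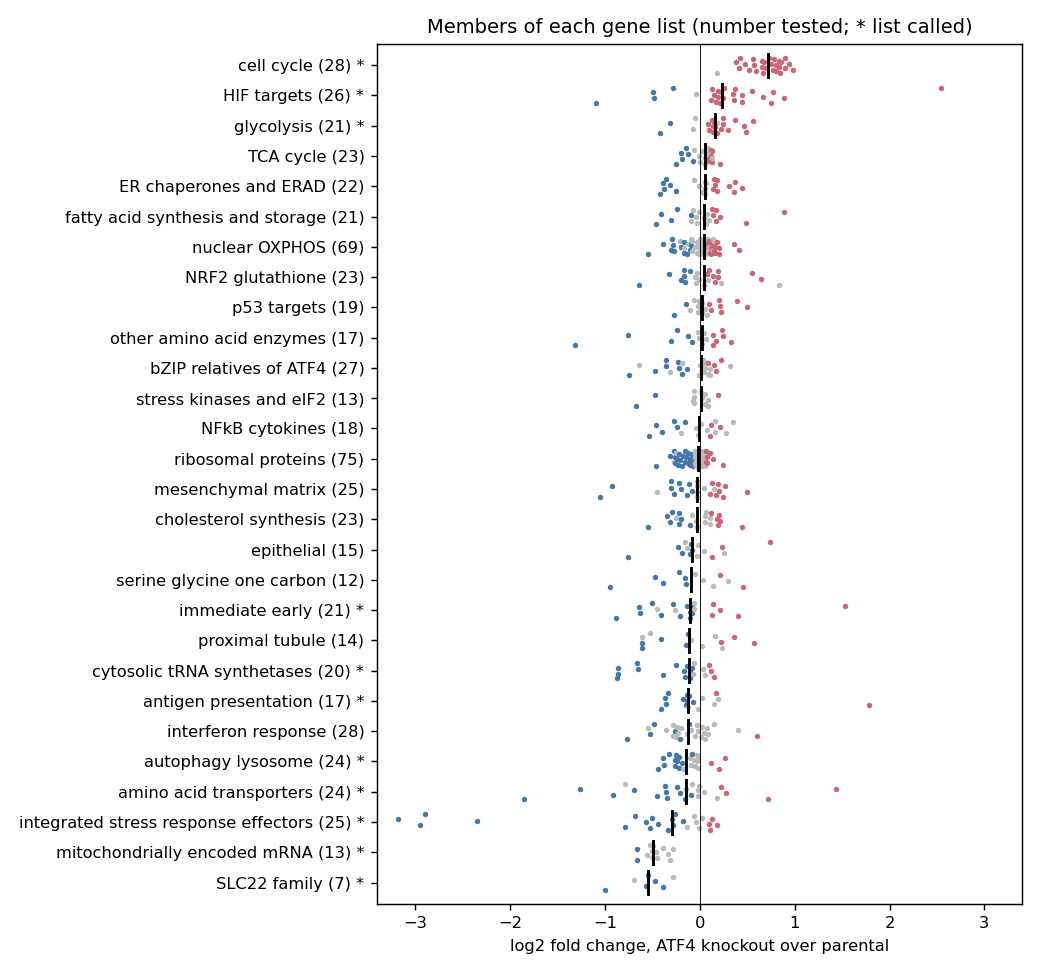
Log2 fold change (ATF4 knockout over parental, n = 3 per group) of each tested member of 28 gene lists, ordered by the list median (black bar), with red points for called higher genes, blue for called lower genes and grey for the rest. Stars mark lists called at the preset correlation, and 1 member beyond the axis, ADM2, is not drawn. Cell cycle genes lie highest, with a median of 0.71, and the SLC22 family lowest, with a median of -0.55.

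Immediate early genes, lysosome and autophagy genes and antigen presentation genes were called lower as lists at the preset correlation, but not with an estimated correlation. EGR1, IER5 and BTG1 fell by 0.41, 0.64 and 0.50 on the log2 scale. Of 21 immediate early genes 12 were lower (13 adjusted over the list alone) and 5 were higher, KLF4, KLF2, FOS, FOSL1 and ZFP36, at 1.53, 0.40, 0.21, 0.14 and 0.13 (camera p_adj = 0.0106; p_adj = 0.403 with an estimated correlation). The higher ones numbered 2 without parental replicate 1 or knockout replicate 3, and 3 when the median of neighbouring genes was removed. Of 24 autophagy and lysosome genes 12 were lower (14 adjusted over the list alone), including the lysosomal protease CTSD (-0.38, on chromosome 11), the membrane protein LAMP2 (-0.39, on chromosome X) and GABARAPL1 (-0.45), and ATG16L1, ATG10 and ATG3 were higher, of which 1 was called without parental replicate 1 or knockout replicate 3 (camera p_adj = 0.00079; p_adj = 0.175 with an estimated correlation). Of these 24 genes 5 lie on chromosomes 11, 20, 21, 22 or X, where most genes were lower, and when the median of neighbouring genes was removed 11 of the 24 were lower, with CTSD at -0.17 and LAMP2 at -0.18. HLA-C, HLA-E and the invariant chain CD74 fell by 0.37, 0.33 and 0.41. In the antigen presentation list 10 of 17 were lower and 2 were higher, HLA-DRB1 at 1.78 and PSMB9 at 0.17 (1 without parental replicate 3 or knockout replicate 1 or 2, or with the strict filter), with a list mean near 0 at -0.005 and a median of -0.12 (camera p_adj = 0.0214; p_adj = 0.403 with an estimated correlation). The antigen presentation score was -0.0008, 0.0105 and 0.00745 in the parental samples and -0.033, 0.029 and -0.014 in the knockout samples. The groups therefore overlapped, and knockout replicate 2 lay above every parental sample. HLA genes share reads with close paralogs and differ from the reference between people, so their values are uncertain.

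Interferon response genes were not called as a list (camera p_adj = 0.207), with 6 of 28 lower and 1 higher (5 lower adjusted over the list alone). STAT2 fell by 0.48, and OAS3 rose by 0.61 on the log2 scale. The list score was 0.37 in parental replicate 1 and -0.10 and -0.14 in the other parental samples, against -0.01, -0.10 and -0.02 in the knockout samples. Without parental replicate 1, 3 members were lower and 3 higher. Without parental replicate 3, 10 members were lower and the list was called lower (p_adj = 0.0385). When the median of neighbouring genes was removed, 8 were lower and 2 higher. Of 18 NF-kB and cytokine genes 6 were lower, among them IL6 (-0.53) and SOD2 (-0.46), and 3 were higher, NFKBIA, NFKB2 and IL32 (camera p_adj = 0.207), or 4 lower and 1 higher when the median of neighbouring genes was removed.

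FN1, which encodes fibronectin, fell 1.90-fold from 9112 ± 299 to 4788 ± 227 CPM, and the matrix gene COL5A1 rose by 0.26 on the log2 scale. The matrix list divided into 10 lower (11 adjusted over the list alone) and 8 higher of 25 (camera p_adj = 0.445). Epithelial genes divided into 6 lower, with KRT7 at -0.76, and 3 higher, MUC1, CDH16 and TJP1, of 15 (camera p_adj = 0.589). Of 14 proximal tubule genes 5 were lower and 3 higher (camera p_adj = 0.589). The lower genes included SLC4A4, GGT1, PAX8 and SLC34A1, and the higher ones CDH6, MIOX and MME. Among markers of other cell types, 4 of 16 distal nephron genes could be tested, of which SLC12A3 was lower at -1.45 and AQP3 higher at 1.14 from below 1 CPM, and 0 of 17 immune and endothelial genes, which had at most 13 counts in any sample. AQP3 was not called without parental replicate 2 or 3 or without knockout replicate 1 or 3 (p_adj from 0.0766 to 0.221), by DESeq2 (0.0964), without the low-count filter (0.0662) or when the median of neighbouring genes was removed (0.0549). With the strict filter it was not tested. Its log2 fold change was 0.76 without parental replicate 3 and 1.78 without parental replicate 1.

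The remaining lists were not called. NRF2 and glutathione genes divided into 8 higher (5 without knockout replicate 2) and 7 lower of 23, with FTH1 at -0.32 (camera p_adj = 0.789). Cholesterol synthesis genes divided into 6 higher and 8 lower of 23 (camera p_adj = 0.698) and fatty acid genes into 7 higher and 5 lower of 21, with SCD at 0.49, SCD5 at 0.89 and ACSL4 on chromosome X at -0.41, or -0.17 with the median of neighbouring genes removed (camera p_adj = 0.613). The 5 lower fatty acid genes were ACSL4, ACSS2, ACSL1, DGAT1 and PLIN3, and when the median of neighbouring genes was removed 6 fatty acid genes were higher and 8 lower. Of 75 ribosomal protein genes 23 were lower and 7 higher (6 adjusted over the list alone), and the genes with the smallest p-values, RPS4X and RPL10, lie on chromosome X and stayed lower when the median of neighbouring genes was removed, at -0.24 and -0.12 (camera p_adj = 0.11 for the list). The higher ones numbered 3 without parental replicate 1 or 3 or knockout replicate 2, 4 without knockout replicate 1, 4 with DESeq2 size factors, the strict filter or the median of neighbouring genes removed, and 13 with scaling by total counts. The ribosomal median of -0.02 was above 0 with scaling by total counts and -0.05 with the median of neighbouring genes removed. The ribosomal list was called lower without parental replicate 3 (p_adj = 0.0187) or without knockout replicate 2 (p_adj = 0.0352), and when the median of neighbouring genes was removed (p_adj = 0.036). Of 27 other bZIP factors 8 were lower (9 adjusted over the list alone), with MAFF on chromosome 22 and BACH1 on chromosome 21 at -0.75 and -0.47 (-0.48 and -0.17 with the median of neighbouring genes removed), and 4 were higher, NFE2L1, MAFG, CREB1 and CEBPZ, the last of which lacks a bZIP domain despite its name (camera p_adj = 0.387). Without parental replicate 1, 2 were higher. The camera direction was lower while the list median was above 0 for other amino acid enzymes (0.02), eIF2 and its kinases (0.01), NRF2 genes (0.04) and bZIP factors (0.01), and the mean was above 0 for the NRF2 genes alone among these. With the median of neighbouring genes removed the medians of the first 3 lay below 0, that of eIF2 and its kinases also did without any 1 sample other than knockout replicate 1, and that of the bZIP factors did without parental replicate 3 or knockout replicate 3.

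Across all genes, 3244 of 15321 were expressed at higher and 3184 at lower levels in the knockout cells (edgeR p_adj below 0.05), together 6428 genes, with a median absolute log2 fold change of 0.26 among the called genes. At least 2-fold changes were found in 212 higher and 223 lower genes. Replicates were close, with a common biological coefficient of variation of 3.62%, and the groups did not overlap for 7592 tested genes (49.6%, where chance gives 10%). The largest rises among well expressed genes were in the organic anion transporter SLCO2B1 (ENSG00000137491, chromosome 11, 75100563 to 75206549), which rose 21.7-fold from 2.52 ± 0.251 to 54.7 ± 0.585 CPM (p_adj = 5.03e-47), and in CA9, the kinase DMPK (3.35-fold), KL, which encodes Klotho (2.78-fold), RIMKLA, the integrin ITGB2, MCM10, CRIP2, ID3, PRKAR2B, KIF18B and NAT14 (2.12-fold to 2.48-fold for the last 8). The largest falls included those in PSG1 (9.30-fold), NUPR1, the monoamine oxidase MAOA (5.44-fold), SLC7A5, the cell cycle inhibitor CDKN1C (3.11-fold), KCTD12, ATP9A, PORCN, TNFSF10 and SIM1 (2.46-fold to 2.81-fold for the last 5). PSG1 belongs to a cluster of closely similar genes on chromosome 19, so its count is uncertain. With the median of neighbouring genes removed, the log2 fold changes of MAOA and PORCN on chromosome X were -2.17 and -1.155. Those of CDKN1C on chromosome 11 and ATP9A on chromosome 20 were -1.43 and -1.34, against -1.64 and -1.49 before.

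Most genes on chromosomes 11, 20, 21, 22 and X, whose medians lay at least 0.15 below that of all genes, were lower in the knockout samples. The median log2 fold change was 0.01 over 9361 genes and -0.30 on chromosome 22 (94.8% of 211 genes below 0), -0.24 on chromosome X, -0.22 on chromosome 21, -0.15 on chromosome 20 and -0.15 on chromosome 11. On chromosome 21 the last bin of 10 Mb, with 36 of the 87 genes, was higher at 0.10. Chromosome 6 was lower by less, with a median of -0.08, 73.7% of 490 genes below 0, and 225 called lower against 50 higher. The short arm of chromosome 5 was higher, with a median of 0.29 over 67 genes. Per sample, the median of chromosome 22 genes around the median of all genes was 0.148 ± 0.013 in the parental and -0.151 ± 0.014 in the knockout samples (SD, n = 3; exact permutation p = 0.1, two-sided, the smallest that 3 against 3 samples can give). The median absolute log2 fold change of all called genes was 0.26. The median shift of chromosome 22 was larger than this, and those of chromosomes 11, 20, 21 and X were smaller. Of the 211 chromosome 22 genes, 183 were called lower. In the fit that removes the median of neighbouring genes, the small rises of KARS1, FOS, ZFP36, ATG3, CREB1, MAFG, IL32, NFKB2, SESN2, TNFRSF10B and VLDLR and the fall of TIGAR were not called. In that fit TIGAR remained at -0.19 (p_adj = 0.11) and FOS at 0.15 (p_adj = 0.0582), and the other rises ranged from 0.0015 to 0.074. CCNE1 was called higher. The changes of CDH6, GGT1, MME, TJP1, EIF4EBP1 and ACSS2 were smaller by over 1.5 times, and the rises of FOSL1, SLC36A4 and MIOX were larger by over 1.5 times.

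**Figure D3:**
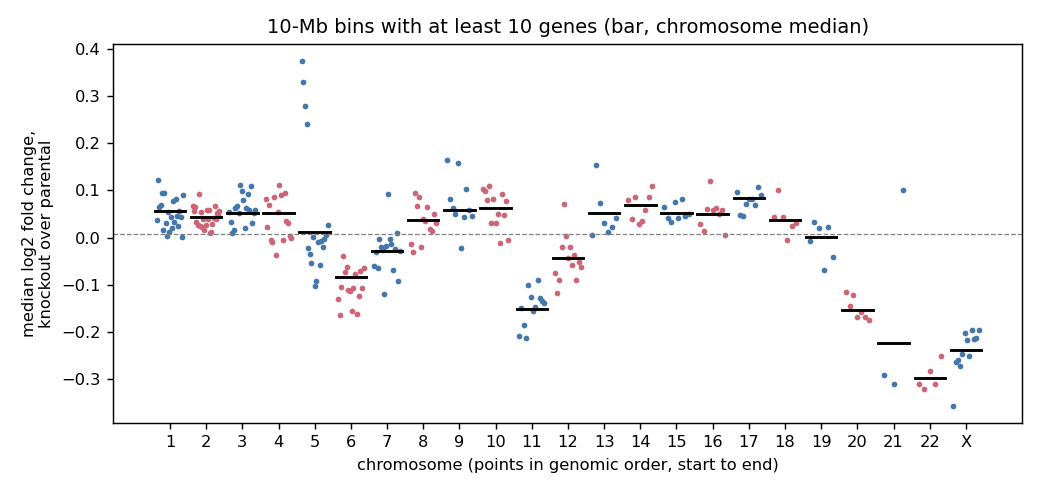
Median log2 fold change (ATF4 knockout over parental, n = 3 per group) of genes in 10-Mb bins with at least 10 genes, in order along each chromosome, coloured by alternating chromosome, with bars at chromosome medians and a dashed line at the median of all genes. Chromosomes 11, 20, 21, 22 and X lie low, with a median of -0.30 on chromosome 22, except the last bin of chromosome 21, chromosome 6 lies low by less, and the first bins of chromosome 5 lie high.

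Of the 29 lists tested, 3 were called higher and 9 lower by camera at the preset correlation. With an estimated correlation 0 were called, and 8 had an unadjusted p below 0.05. By fry, which tests whether the genes of a list move one way without comparing them with other genes, 6 lists were called higher and 14 lower. The mitochondrially encoded list, called lower by camera, was not called by fry (p_adj = 0.0554). For lists where no count adjusted over the list alone is given, that count was the same as the one over all tested genes.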

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

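The fit that removes the median of neighbouring genes, and the list tests with upper-quartile factors or total counts, were chosen after seeing the data; the other settings were fixed before. The counts of genes called higher and lower stayed within 1.5 times under every setting, from 2454 to 3807 higher and from 2510 to 3264 lower, and the scaling methods moved the median of all genes by less than 0.1. Counts of genes changed at least 2-fold fell to 88 higher and 107 lower with the strict filter, which tests fewer low genes, and to 36 and 62 when the test itself was against 2-fold, which asks for more. Leaving out 1 sample gave 2791 to 3046 higher and 2803 to 3056 lower genes, 207 to 264 and 208 to 245 at 2-fold, and an ATF4 log2 fold change of -0.22 to -0.17. With neighbouring genes removed ATF4 turned to 0.078 (p_adj = 0.0323), and of the 6428 called genes 4599 were still called, 4538 of them with the same sign. In that fit IDH3G (0.0070), UQCR10 (0.039), ATP5PF (0.044), SREBF2 (0.0023) and LIF (0.075) also changed sign without being called, and IFITM3 (0.099, p_adj = 0.00836) was called higher; each lies in a region that was lower. SCNN1A, not called, turned to 0.082 with limma-voom and ranged from -0.54 to 0.41 without 1 sample, and ATP6V0D2, not called, from -0.37 to 0.038; both are near the detection limit. Lists called numbered 0 higher and 0 lower with an estimated correlation, 6 and 14 by fry, and 3 and 9 to 11 without 1 sample. The solute carrier list, which also holds genes that are not carriers, had p_adj = 0.0579 with an estimated correlation and 0.0162 to 0.0308 without 1 sample. Lists that were not called changed direction for other amino acid enzymes (p_adj = 0.949 with total counts; 0.714 to 0.977 without parental replicate 1, 2 or 3 or knockout replicate 3, of 0.714 to 0.984 without 1 sample), NRF2 genes (0.789 with neighbouring genes removed; 0.942 without knockout replicate 3, of 0.653 to 0.942 without 1 sample) and cholesterol synthesis (0.867 with neighbouring genes removed); the cause was not tested. The first principal component held 54.5% of the variance with a prior count of 0.5 and 67.0% on the 500 most variable genes. Replicate numbers did not pair the samples: deviations of same-numbered samples correlated at -0.03, 0.01 and -0.02. With the replicate block 3224 genes were higher and 3181 lower, 211 and 214 at 2-fold; EIF2AK1 gained a call (p_adj = 0.0426), and no list or other named gene changed its call. Nor did every sample correlate best with its own number. Of 1990 other values for named genes, 1951 kept direction and side of the threshold, 15 lost the call, 15 gained it and 9 changed sign; of 364 for lists, 331 kept both. Of 930 counts of called list members, 41 were lower and 11 higher by over 1.5 times. Genes such as ASNS and the immune markers were too low to test, and whether depth was the cause was not tested.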

Other observations

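The genes of the first paragraph other than ID3 and EPAS1, and all tests below except the correction for GC content and length and the splits of the samples, were chosen after the results had been seen. ID1, ID2, ID3 and ID4, which encode dominant-negative helix-loop-helix factors, were called higher in the knockout cells, and SMAD6 and SMAD7, examined with them, were not called (0.17 and -0.03). ID1 went from 59.7 to 123 CPM (log2 fold change 1.05), ID3 from 46.2 to 100 CPM (1.12), ID2 rose by 0.36 and ID4, from 0.324 to 1.27 CPM, by 1.97. HIF1A was higher by 0.28 and EPAS1 lower by 0.48 on the log2 scale.

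The lower level of genes on chromosomes 11, 20, 21, 22 and X was weighed against technical and biological explanations. After correction of log2 fold changes for GC content and transcript length, the chromosome closest to all genes, chromosome 20, still lay at -0.156. It lay at -0.161 before correction, and chromosome 22 lay at -0.295 after and -0.304 before. The correction therefore moved these medians little, and the trends with GC content and length that it removes did not account for the pattern. The idea that a minority of genes that depend on ATF4 made these medians low was tested with chromosomes picked by every other gene along them, at a median at least 0.15 below that of all such genes, and shares counted on the genes left out of the choice. Of these, 85.8% of 267 genes on chromosome 11, 93.3% of 105 on chromosome 22 and 93.1% of 160 on chromosome X lay below the median of all genes left out, against 44.7% of 4099 genes on the chromosomes not picked, which argues against a minority there. Chromosome 21 (67.4% of 43 genes) stays undecided. Chromosome 20 was not picked, at -0.149, but 89.1% of its 138 genes left out lay below that median (SE 2.6). Over all 276 genes of chromosome 20, 84.4% lay below 0 and the upper quartile was -0.0537. These values argue against a minority on chromosome 20 as well. A difference in copy number between the cell populations is a candidate explanation that was not tested: the bins of chromosome 21 up to 40 Mb lay at -0.34 to -0.29 while the last lay at 0.10. DNA was not analysed here, and whether such a difference arose with the knockout or in the line stays open.

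The near-parental ATF4 transcript was weighed next. Unedited cells that supplied most of it would supply as much of every other transcript, whereas 30 genes of at least 10 CPM were called below 50% of their parental level, which argues against that. The small fall of ATF4 may belong to its region, since relative to its 50 nearest genes its log2 fold change was 0.0778, and it stood at the 78.7th percentile of 211 chromosome 22 genes. An edit that leaves the transcript in place stays open, because counts per gene do not show it.

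The rise of cell cycle genes was weighed against 3 explanations. Chromosome-scale shifts did not account for it, since the list median after subtraction of regional medians was 0.733. Nor did 1 library, since the lowest median without any 1 sample was 0.673. The growth state of the cultures at harvest cannot be told apart from an effect of the knockout: the groups differed by 2.66 times the widest range within a group, and no culture record is given in the sources used here.

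The 10 possible splits of the 6 samples into 3 and 3 are too few for a share under 0.05. The real split gave 3244 higher and 3184 lower genes, and 212 and 223 at 2-fold. The highest of the other splits gave 0 of each, so 1 of 10 splits was as large for each of these counts. Each other split put both genotypes in each group, so the difference between genotypes added to the spread within groups. Few calls could be made there, and these counts do not measure false calls. For lists called at the preset correlation the real split gave 3 higher and 9 lower, and the highest of the other splits gave 5 higher and 5 lower. The other splits keep a part of the contrast between genotypes, so their list counts are not chance counts either. A split and its mirror are the same split, so the larger direction of each other split was set against each real count, and 8 of 10 splits, the real one included, were then as large for the higher lists and 1 of 10 for the lower ones.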
